A study of Gasterosteus aculeatus with 4 samples. Its data were reported in "Genomic dissection of conserved transcriptional regulation in intestinal epithelial cells" (2017).

How the data were processed

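RNA levels were measured in intestinal epithelial cells (IECs), the cells that line the gut, of wild-caught adult threespine stickleback (Gasterosteus aculeatus). The series holds 4 samples, of which 3 are RNA-seq samples labelled as separate fish (replicates 1, 2 and 3) and 1 is a FAIRE-seq sample, an assay of open chromatin, which was not analysed here. The strain label marks replicate 1 as male and replicates 2 and 3 as female. The protocol mentions several intestines being dissociated together. The study counts 2 female fish and 1 male fish for the 3 RNA-seq replicates, which argues against pooling of fish within a sample. All RNA-seq samples form 1 group, so no contrast between treatments exists in this series, and nothing was tested across fish.

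The values analysed are FPKM per gene, the number of sequenced fragments scaled by transcript length and by the mapped fragments of the library, which the authors computed and deposited as 1 file per fish. Per the study's methods, paired-end reads were aligned to the stickleback genome build gasAcu1 with TopHat2 version 2.0.9 under default parameters, and FPKM was estimated with Cufflinks version 2.1.1 on Ensembl release 76 gene models. Each replicate has its own file, and no filter was stated. Each deposited FPKM comes with the lower and upper bound of a confidence interval for that library and a status word, where OK marks an estimate, LOWDATA too few fragments, HIDATA too many fragments and FAIL a numerical failure. The interval describes counting and assignment error within a library and not the variation between fish. FPKM divides by gene length and by library size, so it removes depth from the values, and short genes carry large values from few fragments. A gene whose reads can be placed on several copies has an FPKM that depends on how Cufflinks divided them.

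The files were joined on the locus of each gene, because 7 of the 22456 gene identifiers occur on 2 rows each, which gave 22463 rows. Of these, 18304 carry a gene symbol. Coordinates are those of the files in gasAcu1, with chromosomes numbered as linkage groups. The computations were done in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, and plots were drawn with matplotlib 3.10.9. Count models were not used, since the files hold no counts.

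A gene was called detected in a sample at an FPKM of at least 1. Similarity of replicates was the uncentred correlation of log10 FPKM over genes above 0 in all 3 samples, with complete-linkage clustering. The study used this measure with all genes, and all genes with a pseudocount are among the alternatives. The spread between fish was the SD of log2(FPKM + 1) over the 3 samples for genes with a mean FPKM of at least 1, and the pseudocount of 1 understates differences of low genes. Intervals of a pair of fish were called separated when they did not overlap, and estimates with status HIDATA or FAIL were left out of that count. Relative depth was read from pairs of fish at genes whose interval started at 0 and had an upper bound above 0 in both fish. Genes listed at an FPKM of 0 were not excluded. The most common ratio of the upper bounds was taken, on the assumption that such bounds move in steps of whole fragments. The level of a gene list was the median percentile of its members, among genes with a symbol, by mean log2(FPKM + 1), and its place was given among 10000 random lists of the same size. The lists of IEC signature genes, IEC transcription factors and regional genes started from genes named in the study's text. Where the text speaks of cathepsins or of HNF1 without naming the genes, members of the family were listed, and CDX1 names were added beside CDX2. Ribosomal protein genes were taken by symbol, and markers of single cell types were listed from general knowledge. All these lists were fixed before the data were examined. A listed name matched its symbol with or without a paralog letter a or b. Group XIX, the sex chromosome of this species, was examined as the median of log2(FPKM + 1) in the male minus the mean of both females, less the same median over the other chromosomes, with 10000 random lists matched on expression in 10 bins. Genes are not independent replicates, so these places describe the 3 libraries only.

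Genes named in the text followed a rule fixed before the data were examined. These were matched signature and transcription factor genes, and the 10 genes with a symbol and the highest mean FPKM. The 5 non-epithelial markers with the highest mean FPKM were also covered. So were the 5 genes with a symbol, a mean FPKM of at least 10 and the largest range between fish with separated intervals. The fixed rule did not say how to treat failed estimates. Genes with a failed estimate in the highest or lowest fish were left out, which kept anpepb from being among these 5. Regional genes were named only where this rule also covers them, and not every gene the rule covers is reported here. In the closing section, other genes were named after their values had been seen, which is said there.

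The procedures were tested on simulated data. A list of 200 genes lowered by -0.50 (log2) in 1 sample among 10482 simulated genes was recovered at -0.50, and 100 unchanged lists of that size lay between -0.09 and 0.07. With Poisson fragments for 10393 genes, all (100.0%) of the 200 genes changed several-fold in 1 sample had separated intervals. So did 1.22% of the unchanged genes. The simulated intervals were built from the same Poisson counts, so this outcome was nearly set in advance. It gives no rate of false separation for the deposited intervals.

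Alternatives covered the detection threshold, the correlation measure, the pseudocount, the filter on low values, upper-quartile and TPM scaling, the background and paralog rule of the lists, and leaving out each replicate in turn. Others, chosen after seeing the data, used the interval midpoint in place of FPKM, genes spanning at least 300 bp, genes on the 21 chromosomes only, and only those transcription factor and ileum-like names that the study's text prints.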

Results

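Gene expression in stickleback IECs was profiled in 3 fish, 1 male (replicate 1) and 2 females (replicates 2 and 3). Cells were shaken off the washed intestine, taken from behind the stomach up to the rectum, in EDTA, and their RNA was sequenced. The files give FPKM without read counts, so the sequencing depth is unknown. Summed FPKM was 250596 in replicate 1, 295169 in replicate 2 and 314989 in replicate 3. Relative depth could be read from genes whose interval started at 0, where the upper bound moves in steps. Among 388 such genes, the most common ratio placed the depth of replicate 2 at 1.09 times that of replicate 1, a ratio shared by 98 genes, and the same reading gave 1.09 for replicate 3 over replicate 1 (82 of 331 genes) and 1.005 for replicate 3 over replicate 2 (95 of 366 genes). The half-width of the interval was 8.82% ± 0.779 of its midpoint for the median detected gene (SD, n = 3).

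The first question was how many genes these cells expressed and how alike the fish were. At an FPKM of at least 1, 10318 ± 289 genes were detected per fish (SD, n = 3), with 10139 in replicate 1, 10163 in replicate 2 and 10651 in replicate 3. Of 11076 genes detected in any fish, 9567 (86.4%) were detected in all 3. Raising the threshold to an FPKM of at least 5 moved the count most, to 6108 genes per fish. All 3278 genes on unplaced scaffolds and all 37 mitochondrial genes were listed at 0 in every fish, while 16079 of the 19148 genes on the 21 chromosomes were above 0 in at least 1 fish. A gene listed at 0 on a scaffold was therefore not read as unexpressed.

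Over 13872 genes above 0 in all fish, the uncentred correlation of log10 FPKM was 0.960 for replicates 1 and 2, 0.951 for replicates 1 and 3, and 0.960 for replicates 2 and 3. Complete linkage joined the females first, at a distance of 0.040, and the male at 0.049. The pairs 1 and 2 and 2 and 3 differed by less than the spread over pairs, so the order of joining was not a separation of the sexes. Restricting the comparison to genes with an FPKM of at least 1 in all fish moved the mean of the pairs most, from 0.957 to 0.985. These correlations are across genes, which are not independent replicates.

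The median gene with a mean FPKM of at least 1 had an SD of 0.27 between fish on the log2(FPKM + 1) scale (10482 genes), and 3.19% of these genes had an SD above 1. Genes spanning under 300 bp varied more, with a median SD of 1.63 over 130 genes, against 0.27 over the 10352 longer genes. The pseudocount moved the median most, to 0.17 with a pseudocount of 5. By the intervals of the files, most genes differed between fish by more than the error of quantification. Intervals were separated at 5985 of 10479 genes for replicates 1 and 2 (57.1%), 7381 of 10481 genes for replicates 1 and 3 (70.4%) and 6626 of 10479 genes for replicates 2 and 3 (63.2%). In any pair, 8961 genes had separated intervals, and 1401 did so with a gap of at least 2-fold. The interval is a weak measure of that error here, since only 46.4% ± 2.57 (SD, n = 3) of detected genes had an FPKM inside their own interval.

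A small number of genes carried much of the signal. The top 100 genes held 35.3% ± 1.05 of the summed FPKM (SD, n = 3), and the top 10 held 12.2% ± 1.49. The highest gene with a symbol was the apolipoprotein gene apoa1b (ENSGACG00000006034, group I, 2218129 to 2220146), at 7369 ± 1785 FPKM (SD, n = 3). It was followed by apoea (ENSGACG00000002433, group X, 2070460 to 2073621) at 3523 ± 1630 FPKM, the selenoprotein gene sepp1a (ENSGACG00000006838, group XIII, 5664487 to 5666670) at 3252 ± 1128 FPKM and the chitinase gene chia.3 (ENSGACG00000011486, group XVII, 12535456 to 12538943) at 3181 ± 811 FPKM. The means of apoea, sepp1a and chia.3 differed by less than the spread between fish. The other genes among the 10 were SNORD31 (ENSGACG00000022420, group VII, 7741743 to 7741810), B2M (1 of 2), fth1a, rpl39, APOA4 (3 of 4) and FABP2 (1 of 2), whose means ranged from 2020 to 3148 FPKM.

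**Figure D1:**
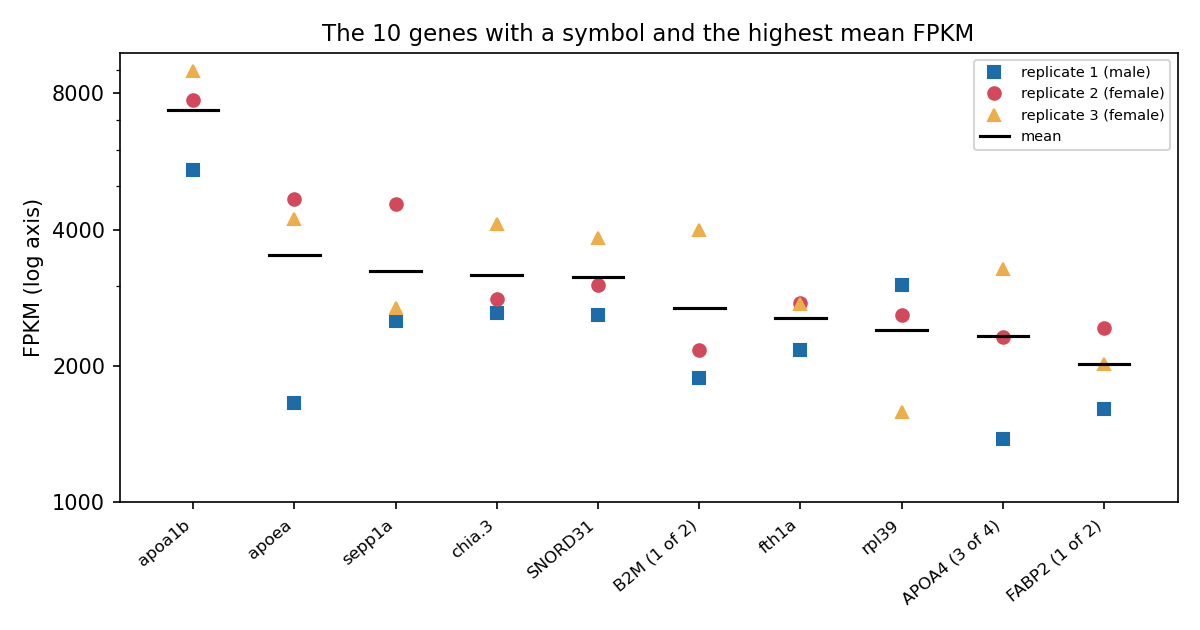
FPKM per fish (log axis) of the 10 genes with a symbol and the highest mean FPKM, with squares for replicate 1 (male), circles for replicate 2 (female), triangles for replicate 3 (female) and a line at the mean. The gene apoa1b lies above the others in every fish, from 5432 to 8948 FPKM, and the fish overlap widely among the rest.

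The next question was how highly stickleback IECs expressed IEC signature genes shared by vertebrates. Only the 25 names given in the study's text were listed, a small part of its signature. The study's text names some of them for their high expression in several species, so their level need not be that of the whole signature. The 27 matched genes had a median percentile of 90.0, with medians in the single fish of 90.5, 91.5 and 92.3, and none of the 10000 random lists reached the median. The study chose signature genes by their expression in IECs of several species, these stickleback samples included, so a high percentile was partly fixed by that choice. Of the 27 genes, 25 were detected in all 3 fish. The other two, irf1a (ENSGACG00000016299, group II, 14572400 to 14574583) and pyya, were listed at 0, and pyya lies on an unplaced scaffold. Among the detected genes were rbp2a (ENSGACG00000005598, group I, 1751567 to 1753282) at 526 ± 160 FPKM (SD, n = 3), cdh17 (ENSGACG00000009113, group XX, 10687627 to 10695874) at 445 ± 58.4 FPKM and fabp6 (ENSGACG00000014354, group III, 3934596 to 3935648) at 349 ± 135 FPKM. Restricting the background to genes with a symbol and a mean FPKM of at least 1 moved the median percentile most, to 84.0.

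Transcription factors listed from the study had a lower median percentile than the signature genes in every fish. The 26 genes matched to 23 of the 26 names had a median percentile of 83.5, with an SD of 3.37 over the fish (n = 3) and values of 78.9, 81.4 and 85.5 in replicates 1, 2 and 3, and none of the 10000 random lists reached it. The lists share members such as irf1b, xbp1, hnf4a and elf3, so they are not independent. The hepatocyte nuclear factor genes hnf4g (ENSGACG00000002422, group XXI, 5116105 to 5122491) and hnf4a (ENSGACG00000011485, group XII, 15285392 to 15289946) stood at 88.0 ± 15.4 and 52.9 ± 9.87 FPKM (SD, n = 3), and hnf4g exceeded hnf4a in every fish. The epithelial factor elf3 (ENSGACG00000011673, group XVII, 13179866 to 13183311) was at 36.1 ± 4.87 FPKM and cdx1a (ENSGACG00000018004, group IV, 10892003 to 10894626) at 14.1 ± 3.85 FPKM. The secretory-lineage gene atoh1a (ENSGACG00000007342, group XIII, 6570974 to 6572197) was listed at 0 in all 3 fish, and of the SPDEF copies 1 was at 15.4 ± 0.868 FPKM and the other at 0.605 ± 0.300 FPKM.

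The study compared regions along the intestine of zebrafish and mouse, and not of stickleback. Genes listed for the anterior intestine and for the ileum-like segment, the latter mostly cathepsins and other lysosomal proteases, were therefore examined. Whether these genes mark the same regions in stickleback was not tested. The 11 anterior genes had a median percentile of 98.3 and the 14 ileum-like genes one of 98.1, a difference smaller than the spread of the latter between fish (0.656). No random list reached either. The anterior list includes rbp2a and FABP2 (1 of 2). The ileum-like list includes fabp6 and the bile acid transporter gene slc10a2 (ENSGACG00000001545, group XVI, 1402327 to 1405973), which was at 22.5 ± 12.3 FPKM (SD, n = 3) and lowest in replicate 1, at 9.05 FPKM. The ileum-like list was matched for 12 of its 15 names. In each list, 1 gene lies on a scaffold and was listed at 0.

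No control tissue was measured, so ribosomal protein genes and markers of non-epithelial cells served for scale. The 71 ribosomal protein genes had a median percentile of 99.2, and 5 of them lie on scaffolds and were listed at 0. The 52 non-epithelial markers had a median percentile of 50.9, above 55.3% of the random lists. Their highest members were the leukocyte genes lcp1 (ENSGACG00000007959, group XVI, 15774041 to 15783144) at 120 ± 31.2 FPKM (SD, n = 3) and coro1a (ENSGACG00000013555, group XI, 13284110 to 13289431) at 49.8 ± 24.8 FPKM, and the pancreatic protease genes ctrb1 (ENSGACG00000017663, group II, 23282608 to 23284982) at 51.3 ± 28.4 FPKM, ela2 (ENSGACG00000006609, group XII, 8370784 to 8373492) at 51.2 ± 24.4 FPKM and CELA1 (2 of 2) (ENSGACG00000005785, group XVII, 4113562 to 4116634) at 31.7 ± 13.2 FPKM. Taken by cell type, the 8 exocrine pancreas markers stood at a median percentile of 91.9, which 4 of the 10000 random lists reached, and the 11 leukocyte markers stood at 75.98, which 292 reached. The leukocyte list and the 3 erythroid markers, at 70.1, lay inside the middle 95% of random lists. Fibroblast, smooth muscle, endothelial and neuronal markers and the adipocyte marker stood between 31.7 and 48.8, inside it as well. Among epithelial cell types, the 19 enterocyte markers stood at 98.96, the 7 progenitor markers at 63.0, the 5 goblet cell markers at 45.1 and the 11 enteroendocrine markers at 11.9, the value shared by genes listed at 0. Of the enteroendocrine markers, 6 were listed at 0 in all fish, and 4 of these lie on scaffolds, so their level is not known from these files. Another 2 enteroendocrine markers were detected in all fish, among them pyyb at 18.2 ± 9.71 FPKM (SD, n = 3), and the rest had a mean FPKM below 1. Of the 5 goblet cell markers, 1 lies on a scaffold and was listed at 0, and 2 were detected in all fish. The low medians of these short lists are therefore no sign that the cell types were absent.

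**Figure D2:**
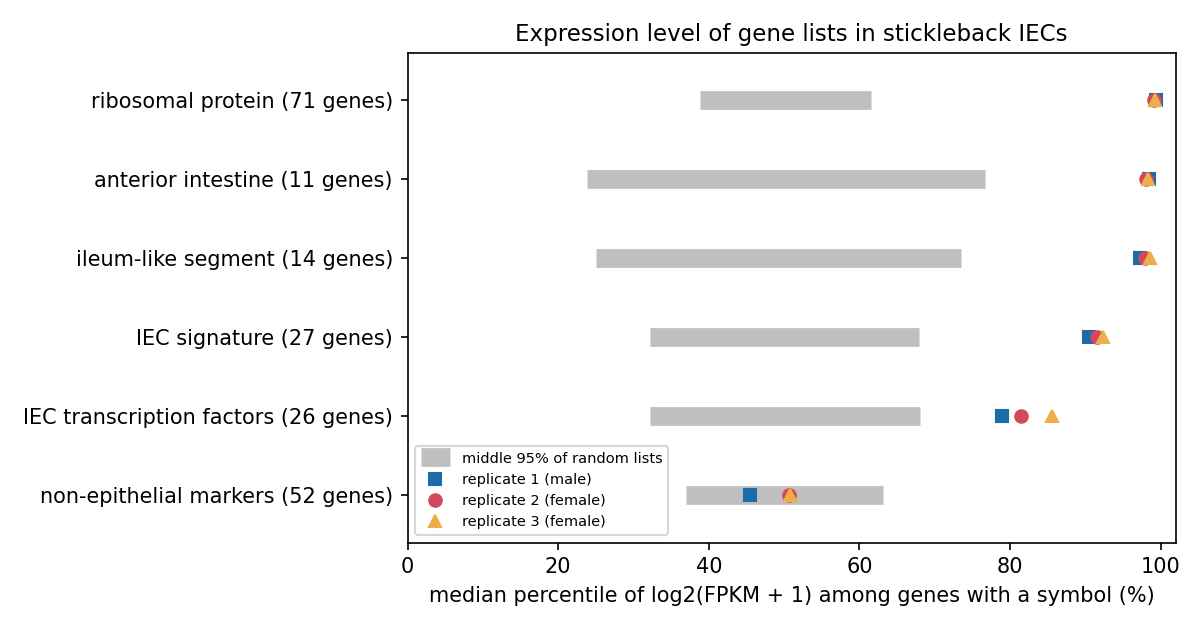
Median percentile of log2(FPKM + 1) among genes with a symbol (horizontal axis, percent) for 6 gene lists in each fish, with the middle 95% of random lists of the same size as a grey bar. All lists but the non-epithelial markers lie to the right of their grey bar in every fish, and the non-epithelial markers lie inside it.

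The labels give 1 male and 2 females, and the sex chromosome was examined to test whether the values differ along those labels. Over 546 genes of group XIX, the male lay below the mean of the females by a median that was -0.41 (log2) relative to 9936 genes of the other chromosomes. Against replicate 2 alone the shift was -0.38, and against replicate 3 alone it was -0.39. The 10000 matched random lists ranged from -0.07 to 0.08. Between the females the shift of group XIX was 0.01, above 71.2% of random lists. Among the other chromosomes the shift ran from -0.02 (group XVIII) to 0.08 (group XVI). The filter on low genes and the pseudocount moved the size most, to -0.56 with a mean FPKM of at least 10 and to -0.21 with a pseudocount of 5, and the direction held. A single male was measured, so the shift has no replicate check.

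The shift was uneven along group XIX. In windows of 1 Mb with at least 10 genes, 11 of the 20 windows of group XIX lay below the lowest of 363 windows on the other chromosomes (-0.27). The 9 windows from 4 to 13 Mb lay between -0.89 and -0.47, and those from 13 to 17 Mb between -0.03 and 0.09. The windows from 17 to 18 Mb and from 18 to 19 Mb were low again, at -0.56 and -0.38, and the highest window was that from 3 to 4 Mb, at 0.33. Between the females, windows of group XIX lay between -0.23 and 0.23.

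**Figure D3:**
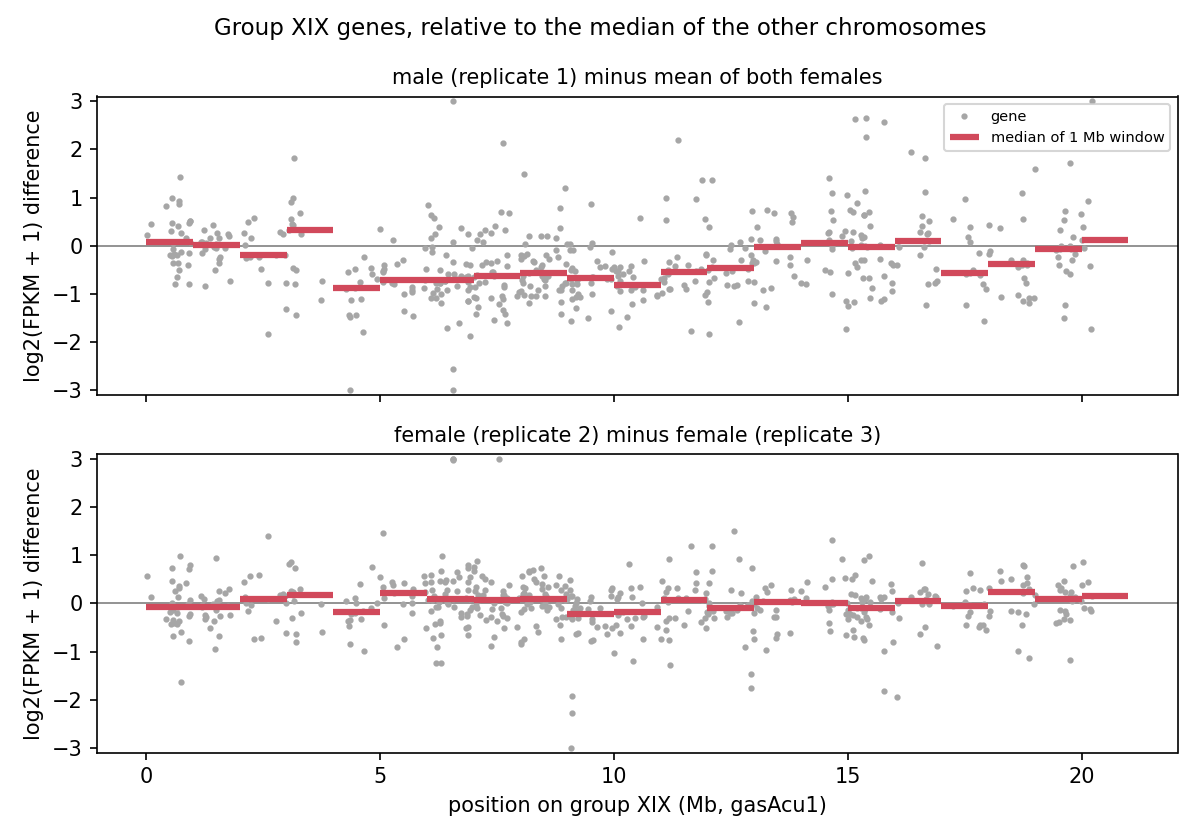
Difference in log2(FPKM + 1) along group XIX (horizontal axis, Mb in gasAcu1), relative to the median of the other chromosomes, for the male minus the mean of both females (upper panel) and for female replicate 2 minus female replicate 3 (lower panel), with a grey point per gene, a red line at the median of each 1 Mb window, and genes beyond 3 in either direction drawn at the edge (4 per panel, among them in the upper panel anpepb, whose zeros in the females are failed estimates). In the upper panel the windows from 4 to 13 Mb lie between -0.89 and -0.47, and in the lower panel all windows lie between -0.23 and 0.23.

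Among genes with a symbol and a mean FPKM of at least 10, failed estimates left out, the largest ranges between fish were those of SNORD29, another SNORD31 locus (ENSGACG00000022390, group VII, 7724628 to 7724700), SNORD75, SNORD57 and SNORD51, small nucleolar RNA genes of 62 to 74 bp. The gene SNORD29 (ENSGACG00000022602, group VII, 7727426 to 7727490) was at 1438 FPKM in replicate 1, 0 in replicate 2 and 1594 in replicate 3. These genes are short, and the status of each estimate was OK.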

Values the study reported

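For stickleback, the study reported 3 RNA-seq replicates and 1 FAIRE-seq replicate, from 2 female fish and 1 male fish. It identified 470 IEC signature genes across species.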

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

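All tests in this part were chosen after the result was seen. The status word of each estimate was not used in the comparisons of gene lists, and it marked 3 genes with a sizeable FPKM in 1 or 2 fish and a failed estimate in the rest. The aminopeptidase gene anpepb (group XIX, 20215844 to 20233742) had an FPKM of 819.5 in replicate 1 and was listed at 0 with status HIDATA in replicates 2 and 3. The gene copb1 (group II, 9756925 to 9765985) reached 43.6 FPKM in replicate 3 and capn1a (group VI, 5884177 to 5891657) reached 11.5 FPKM in replicate 1, and both were listed at 0 with status FAIL in replicate 2.

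The zeros of anpepb were failed estimates in 2 of the 2 females, so they are no evidence for expression in the male only, and since the failed status is what picked out the gene, they do not test it. The status HIDATA names more fragments at the locus than the quantifier handles, and this was not shown here by another measure. By the fragments its interval implies, anpepb ranked 3 among genes of replicate 1, at about 197821 fragments. Genes with more implied fragments than that were quantified in the females, 6 in replicate 2 and 5 in replicate 3. The number for anpepb in the females themselves is unknown, so this comparison cannot tell whether too many fragments caused the failure. Too many fragments at the locus does not bear on copb1 or capn1a, which have another status and whose FPKM was far lower. Whether anpepb differs between the sexes cannot be told from these files. No biological explanation was tested for these genes.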

How the results depend on the processing

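The alternatives gave 110 values for 13 results, of which 72 stayed within the spread between fish (or within 1.5 times for a count) and 38 moved. The interval midpoint, the restriction to genes spanning at least 300 bp, the restriction to chromosomes and that to names printed in the study's text were chosen after seeing the data. The group XIX shift stayed negative under every alternative that gave it a value, and for the changes below the cause was not tested.

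An FPKM of at least 5 gave 6108 detected genes per fish and 5248 in all fish. The replicate similarity was 0.949 with Pearson correlation, 0.982 and 0.971 with all genes at a pseudocount of 1 and 0.1, and 0.985 for genes with an FPKM of at least 1 in all fish. The spread between fish was 0.32 and 0.17 at a pseudocount of 0.1 and 5, and 0.31 as TPM. Genes with separated intervals numbered 3660 at a mean FPKM of at least 10 and 1401 with a gap of at least 2-fold. The top 10 and top 1000 genes held 12.2% and 70.2%.

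With a background of genes with a symbol and a mean FPKM of at least 1, the median percentile was 84.0 for signature genes, 74.6 for transcription factors, 97.4 for anterior genes, 96.3 for ileum-like genes, 98.8 for ribosomal protein genes and 59.3 for non-epithelial markers. With a background of all genes it was 55.4 for non-epithelial markers. The lowest paralog of each name gave 75.6 for transcription factors, 98.0 for anterior genes and 42.1 for non-epithelial markers. The highest paralog gave 91.8 for signature genes, 98.0 for anterior genes and 99.4 for ribosomal protein genes. On the 21 chromosomes only, non-epithelial markers stood at 44.1.

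The group XIX shift was -0.53 and -0.21 at a pseudocount of 0.1 and 5, and -0.29 and -0.56 at a mean FPKM of at least 0.1 and 10. Its yardstick, the SD of the shifts against each female, was small (0.0085), so small changes moved it too, and only upper quartile scaling and the interval midpoint did not.

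Across the fits that each left out 1 replicate, the similarity ran from 0.950 to 0.959 and the spread from 0.19 to 0.27. The signature percentile ran from 89.4 to 91.2 and the group XIX shift from -0.40 to -0.39. Separated intervals ran from 5934 to 7425 genes. That count rests on 1 pair of fish and not on any of 3 pairs, so a value below 8961 is built in and says nothing on stability. Without replicate 1 the group XIX shift has no value. The mean FPKM of single named genes cannot move by 1 SD when 1 of 3 fish is left out, so that fit shows nothing about their stability. No paired analysis was possible because the RNA-seq and FAIRE-seq samples share fewer than 2 replicate numbers. Absolute depth is unknown, and no detection floor was derived. Some genes listed at 0 have an upper bound above 0 and others have an interval from 0 to 0. The files thus bound only part of the genes at 0.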

Other observations

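The tests of the sex labels and of a difference between single fish were fixed before the data were examined, and the other tests in this part were chosen after the result was seen, including the sterol and liver lists.

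The shift of group XIX bears on the sex labels only if it is tied to sex. In that case wrong labels would leave no lower male ratio, and the shift was -0.41 in the labelled direction against the mean of both females. A property of that fish alone would give the same value under a wrong label, and the labels would then not be tested. If the shift were a difference between single fish not tied to sex, the females could differ as well, and they differed by 0.0051 (log2). With 1 male, sex cannot be told apart from another property of that fish, so this test leaves it open. Upper quartile scaling gave -0.414, which says little on normalization, since the shift is relative to other chromosomes and a factor per sample hardly enters it. Reads from a diverged Y copy that align poorly to the reference may add to the shift, and this was not tested. A dosage difference of the sex chromosome is a hypothesis that these 3 fish cannot settle.

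All 3315 genes on unplaced scaffolds and the mitochondrial chromosome were at 0 with empty intervals. Annotation sequence names that the mapped genome lacks are a candidate explanation, which this count restates and does not test. If instead these were genes that the cells do not use, ribosomal protein and mitochondrial genes among them would be above 0, and all 42 of them were at 0. The zeros enter both the lists and their background. On the 21 chromosomes only, the median percentile was lower for non-epithelial markers (44.1 against 50.9), signature genes (89.6 against 90.0) and ileum-like genes (97.8 against 98.1). It was higher for anterior genes (98.5 against 98.3) and ribosomal protein genes (99.28 against 99.23). Only the change of the non-epithelial markers exceeded the spread between fish.

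FPKM lay outside its own interval for a large part of detected genes, and the ratio of FPKM to the interval midpoint was alike in different fish (Spearman correlation across genes of 0.966, 0.944 and 0.975 for the pairs, genes not being independent). Genes marked as 1 of several copies were outside more often than others by 5.42 percentage points, and genes in the lowest quartile of span more often than those in the highest by 18.9 points. Both reads shared between copies and short gene length may contribute. Neither a short span nor a mark as a copy covers the pattern. In the highest quartile of span, 48.4% to 55.4% of genes were outside as well. Among genes not marked as copies, 51.3% to 56.0% were outside. No biological explanation was tested.

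Among genes with a symbol, a mean FPKM of at least 10 and a span of at least 300 bp, failed estimates left out, the largest range between fish was that of cyp7a1a (group III, 5080002 to 5084046), the gene of a bile acid synthesis enzyme, at 1.36 FPKM in replicate 1, 536 in replicate 2 and 8.90 in replicate 3. The genes named in this paragraph were picked after their values had been seen. Other bile acid and sterol genes were noticed to be high in replicate 2, such as cyp8b1 at 5.80, 59.1 and 16.7 FPKM and hmgcs1 at 34.0, 128 and 33.6 FPKM, while nr0b2a was low there, at 70.6, 6.93 and 70.8 FPKM. A pathway-wide difference of this fish was tested on 17 sterol synthesis genes that had not been used to notice the pattern. They were higher in replicate 2 by a median of 0.99 (log2) relative to all genes, above 100.0% of 10000 lists matched on expression, and 16 of the 17 lay above the median of all genes. Liver tissue in the sample would raise hepatocyte genes, whose median in replicate 2 was 0.0212 FPKM over 19 genes. That list was chosen with its values in view, so it does not decide on liver tissue. Of hepatocyte genes looked at and not listed, serpina1 was at 33.1 FPKM in replicate 2 and at 11.8 and 14.3 FPKM in the other fish, and kng1 was at 2.48 FPKM in replicate 2 and at 2.54 and 2.56 FPKM in the others. A difference in the sterol state of this fish, such as recent diet, may underlie the pattern, as a hypothesis from 1 fish.

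Each of 9 lists fixed before the data were examined was compared in each fish with the mean of the others, relative to all genes and without group XIX, which made 27 comparisons. Of these, 11 lay outside the middle 95% of 10000 matched random lists, against 1.35 expected for lists of unrelated genes. Genes of 1 list can vary together between fish, and random lists matched on expression do not reproduce that. The 1.35 may thus be too low as a count expected by chance. The comparisons are not independent either, since the non-epithelial list contains the pancreas and leukocyte markers, so the number outside can vary widely. In replicate 1 these were the ileum-like list (-0.84, log2) and the enterocyte list (-0.68). In replicate 2 they were the enterocyte list (0.55), the exocrine pancreas markers (-0.96), the leukocyte markers (-0.43), the non-epithelial markers as a whole (-0.39) and the ribosomal protein genes, whose random lists mostly lay above 0 (-0.00). In replicate 3 they were the ileum-like list (0.51), the exocrine pancreas markers (0.71), the non-epithelial markers (0.54) and the ribosomal protein genes (0.21).

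The ileum-like and enterocyte lists were low in replicate 1. The ileum-like list, made up mostly of lysosomal proteases, fell by 0.84 (log2) relative to all genes, and the enterocyte list, which shares 0 genes with it, fell by 0.68, below which lay 0.0% and 0.06% of random lists. With only the 5 ileum-like genes whose names the study's text prints, the shift was -1.23. The anterior list shifted by -0.39, inside the middle 95% of random lists (6.02% below), and ribosomal protein genes shifted by -0.19, above 21.9% of random lists. These shifts are relative to all genes, so a factor per sample hardly enters them and they do not test normalization. A different share of mature enterocytes, the region sampled and the sex of this fish may each contribute and cannot be told apart, since replicate 1 is the only male.

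The exocrine pancreas markers shifted together between fish. Of the 8 markers, 7 followed the order of replicate 3 above replicate 1 above replicate 2, and 0.24% of matched random lists had as many in 1 order. Pancreatic cells left in the preparation are a candidate source. The test is not specific to them, because the non-epithelial markers without the pancreas genes were also low in replicate 2, by a median of -0.24 (log2) with 0.80% of random lists below, and high in replicate 3, at 0.48. Without the leukocyte genes as well, the remaining markers were high in replicate 3, at 0.54, inside the random range in replicate 2, at -0.20 with 9.05% below, and lowest in replicate 1, at -0.50 with 0.05% below, where the pancreas markers shifted by 0.21. The lists thus moved alike in replicate 3 and differently in replicate 1.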
